# Entrapment neuropathy results in different microRNA expression patterns from denervation injury in rats

**DOI:** 10.1186/1471-2474-11-181

**Published:** 2010-08-12

**Authors:** Cheng-Shyuan Rau, Jonathan Chris Jeng, Seng-Feng Jeng, Tsu-Hsiang Lu, Yi-Chun Chen, Po-Chou Liliang, Chia-Jung Wu, Chia-Jung Lin, Ching-Hua Hsieh

## Abstract

**Background:**

To compare the microRNA (miRNA) expression profiles in neurons and innervated muscles after sciatic nerve entrapment using a non-constrictive silastic tube, subsequent surgical decompression, and denervation injury.

**Methods:**

The experimental L4-L6 spinal segments, dorsal root ganglia (DRGs), and soleus muscles from each experimental group (sham control, denervation, entrapment, and decompression) were analyzed using an Agilent rat miRNA array to detect dysregulated miRNAs. In addition, muscle-specific miRNAs (miR-1, -133a, and -206) and selectively upregulated miRNAs were subsequently quantified using real-time reverse transcription-polymerase chain reaction (real-time RT-PCR).

**Results:**

In the soleus muscles, 37 of the 47 miRNAs (13.4% of the 350 unique miRNAs tested) that were significantly downregulated after 6 months of entrapment neuropathy were also among the 40 miRNAs (11.4% of the 350 unique miRNAs tested) that were downregulated after 3 months of decompression. No miRNA was upregulated in both groups. In contrast, only 3 miRNAs were upregulated and 3 miRNAs were downregulated in the denervated muscle after 6 months. In the DRGs, 6 miRNAs in the entrapment group (miR-9, miR-320, miR-324-3p, miR-672, miR-466b, and miR-144) and 3 miRNAs in the decompression group (miR-9, miR-320, and miR-324-3p) were significantly downregulated. No miRNA was upregulated in both groups. We detected 1 downregulated miRNA (miR-144) and 1 upregulated miRNA (miR-21) after sciatic nerve denervation. We were able to separate the muscle or DRG samples into denervation or entrapment neuropathy by performing unsupervised hierarchal clustering analysis. Regarding the muscle-specific miRNAs, real-time RT-PCR analysis revealed an ~50% decrease in miR-1 and miR-133a expression levels at 3 and 6 months after entrapment, whereas miR-1 and miR-133a levels were unchanged and were decreased after decompression at 1 and 3 months. In contrast, there were no statistical differences in the expression of miR-206 during nerve entrapment and after decompression. The expression of muscle-specific miRNAs in entrapment neuropathy is different from our previous observations in sciatic nerve denervation injury.

**Conclusions:**

This study revealed the different involvement of miRNAs in neurons and innervated muscles after entrapment neuropathy and denervation injury, and implied that epigenetic regulation is different in these two conditions.

## Background

Chronic nerve compression affects millions of individuals and results in pain and loss of function. Dependent on the amount and duration of compression imposed on the nerve, the pathological changes associated with chronic nerve compression range from the breakdown of the blood-nerve barrier in the early stages, to subperineurial edema, fibrosis, demyelination, and eventually Wallerian degeneration, which can be associated with loss of two-point discrimination and muscle atrophy [1,2]. Surgical decompression of the nerve is warranted if the symptoms are refractory to conservative treatments; however, the reversal of motor weakness is usually limited and unpredictable [1]. Generally, denervation leads to significant changes in the innervated muscle, e.g., muscle atrophy. In contrast, reinnervation helps to reverse the change or to prevent further deterioration of the denervated muscle [3]. After nerve injury, the mismatch of the motor and sensory fibers of the mixed nerve in nerve microanastomosis, the existence of a long nerve defect, and a long distance from the injured area to the innervated muscle are considered to be the main factors leading to a worse functional outcome [4]. In entrapment neuropathy, considering that there are no aforementioned circumstances, it is unknown why a successful surgical decompression does not result in a predictable and satisfactory outcome; therefore, a better understanding of the mechanisms of induction and mediation of these conditioning responses is necessary.

MicroRNAs (miRNAs) are emerging as key modulators of post-transcriptional gene regulation in a variety of tissues, including the nervous system [5]. miRNAs are a novel regulatory class of non-coding, single-stranded RNAs of approximately 22 nucleotides that are implicated in a wide range of diverse genetic regulatory mechanisms [6,7]. Basic and clinical studies suggested that miRNAs are important regulators in normal physiological processes and diseases [8-11]. Many miRNAs are expressed in a tissue-specific manner. In neurons, miRNAs are expressed at all stages of development, and miRNA-dependent posttranscriptional gene regulation plays a pivotal role at all stages of neural development, including neural differentiation, morphogenesis, and plasticity [12]. Recent results also point to a role for miRNAs in axonal biology [13] as well as in the control of synaptic function and plasticity [5]. In addition, there is increasing evidence for the involvement of microRNAs in myopathies [14-16]. A number of microRNAs, including muscle-specific and non-muscle-specific miRNAs, have been characterized as regulators of skeletal muscle development and diseases [17-20] as well as of skeletal muscle remodeling [21]. Three muscle-specific miRNAs (miR-1, miR-133, and miR-206), with multiple key roles in the control of muscle growth and differentiation, have been the focus of intense research. We previously demonstrated that the expression of miR-1 and miR-133 in the soleus muscle of rats increased by ~2-fold at 4 months after sciatic nerve denervation and after reinnervation with microanastomosis [22]; however, the expression of miR-206 was significantly increased by 3-fold at 1 month later and lasted for at least 4 months after reinnervation, but not after denervation [22]. Moreover, the expression of miR-206 may play a role in determining fiber type after peripheral nerve regeneration via the downregulation of the Mef2 transcript [22]. It was suggested that the increased expression of miR-206 in newly formed myotubes may reflect active regeneration and efficient maturation of skeletal muscle fibers [23]. In a mouse model of the neurodegenerative disease amyotrophic lateral sclerosis (ALS), the role of miR-206 in the reinnervation of the neuromuscular junction after injury and in improving survival was also defined [24].

Given the importance of miRNAs, we were interested in the expression profile of miRNAs involved in entrapment neuropathy. We addressed this issue using a microarray-based screening approach in the neurons and innervated muscles involved in this condition, and compared the data with the expression patterns observed in denervation injury and after decompression surgery. In addition, the expression profiles of the upregulated neuron- and muscle-specific miRNAs in the soleus muscle were investigated using real-time reverse transcription-polymerase chain reaction (real-time RT-PCR).

## Methods

### Animal surgery and tissue preparation

The experiments were performed on adult male Sprague-Dawley rats weighing 250-300 g. The experimental rats were randomly grouped into sham control, denervation, entrapment, or decompression, with 6 rats for each indicated evaluation time point. The rats were anesthetized using an intraperitoneal injection of 400 mg/kg chloral hydrate. The sciatic nerves were exposed at the mid-thigh level after a dorsolateral skin incision had been made and the fascia had been split between the gluteus and biceps femoris muscles. The right sciatic nerve was gently dissected from the surrounding connective tissues from the gluteus muscle to the trifurcation of the sciatic nerve. In the denervation group, the sciatic nerve was severed at 1 cm proximal to the nerve trifurcation, which innervates all lower leg muscles including the soleus muscle, and we surgically removed a 1-cm segment of the proximal nerve. The proximal stump of the proximal nerve ending was ligated and transferred cephalically into the proximal thigh muscle to prevent regenerative terminal or spontaneous collateral sprouting. In the entrapment group, a 1-cm piece of non-constrictive silastic tube (Baxter Healthcare, Deerfield, IL, USA) with an inner diameter of 1.3 mm and an outer diameter of 2.0 mm was placed around the segment of the sciatic nerve just distal to the gluteus muscle, as previously reported [25]. In the group of rats that underwent surgical decompression at 6 months after the placement of the silastic tube, atraumatic removal of the silastic tube was performed under operative microscopy using the same operative and anesthesia techniques described above [25]. Using this entrapment/decompression model, we previously demonstrated the myopathy in a histopathological picture during nerve entrapment and observed some recovery of myopathy after surgical decompression [26]. The rats were sacrificed postoperatively at the indicated time points to collect the L4-L6 spinal hemi-segment, ipsilateral dorsal root ganglia (DRGs), and soleus muscle of the experimental limb. All operations were performed under an operative microscope by the same surgeon. The specimens were placed in isopentane, frozen in liquid nitrogen, and stored at -80°C. All housing conditions, surgical procedures, analgesia, and assessments were performed according to the Animal Care Guidelines and protocols approved by the Animal Care Committee at Chang Gung Memorial Hospital.

### RNA isolation

Total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA). The purified RNA was quantified by determining the absorbance at 260 nm using an SSP-3000 Nanodrop spectrophotometer (Infinigen Biotechnology Inc., City of Industry, CA, USA). For the miRNA array and whole genome expression analyses, the quality of the purified RNA was assessed using a Bioanalyzer 2100 (Agilent Technology, Santa Clara, CA, USA). Total RNA (2 μg) was reverse transcribed into cDNA in a total volume of 20 μL using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Each miRNA cDNA (10 ng) was obtained using the TaqMan miRNA Reverse Transcription Kit (Applied Biosystems) with the miRNA being reverse transcribed from the target miRNA using sequence-specific stem-loop primers.

### Expression of miRNAs

The experimental spinal segments, DRGs, and muscles from 3 rats in each group (sham control, denervation, entrapment, and decompression) were used for the microarray analyses. In brief, 100 ng of total RNA was dephosphorylated using 11.2 units of calf intestine alkaline phosphatase (GE Healthcare Life Sciences, Uppsala, Sweden) for 30 min at 37°C. The reaction was terminated by heating the samples at 100°C for 5 min and immediate cooling to 0°C. Dimethyl sulfoxide (DMSO, 5 μL) was then added; the solution was heated to 100°C for 5 min and immediately cooled to 0°C. Ligase buffer and bovine serum albumin (BSA) were added and ligation was performed by adding pCp-Cy3 (50 μM) and 15 units T4 RNA ligase in 28 μL. The samples were then incubated at 16°C for 2 h. The labeled miRNAs were desalted using MicroBioSpin6 columns (Bio-Rad, Hercules, CA, USA). Subsequently, 2× hybridization buffer was added to the labeled mixture to a final volume of 45 μL. The mixture was heated for 5 min at 100°C and immediately cooled to 0°C. Each 45-μl sample was hybridized to an Agilent Rat miRNA Array (G4473A) at 55°C for 20 h; this array includes 350 rat miRNAs based on the Sanger miRBase (release 10.1). After hybridization, the slides were washed at room temperature for 5 min in Gene Expression Wash Buffer 1 and then for 5 min in Gene Expression Wash Buffer 2. The slides were scanned on an Agilent microarray scanner G2565A at 100% and 5% sensitivity settings. Agilent Feature Extraction software (version 9.5.3) was used for image analysis, and normalization software was used to quantify the signal and background intensity for each feature. The substantially normalized data were analyzed using the rank-consistency filtering LOWESS method. The microarray data were analyzed using GeneSpring GX 7.3.1 software (Agilent Technologies). We selected those differentially expressed miRNA genes that showed a 2-fold change in their expression level between the experimental specimens and the sham control group. These differentially expressed genes were applied to hierarchical cluster analysis using average linkage and Pearson correlation as a measure of similarity. The miRNA array data have been deposited in the Gene Expression Omnibus (accession number [GEO: GSE22181])

### Quantification of miRNA expression

miRNA expression was quantified using real-time RT-PCR on the Applied Biosystems 7500 Real-Time PCR System (Applied Biosystems) to verify the upregulated miRNA targets detected by the miRNA array from the spinal segments (miR-384-3p, miR-325-5p, miR-342-5p, and miR-340-5p) and DRGs (miR-21) in the denervation and sham control groups, and the muscle-specific miRNAs (miR-1, miR-133a, and miR-206) in the soleus muscles of the sham control, entrapment, and decompression groups. The expression of each miRNA was represented relative to the expression of the small RNA 4.5 S internal control. We calculated the fold-expression of induction as the relative expression value obtained from 6 samples compared to that from the sham control group. The comparison between the groups included ANOVA and an appropriate post hoc test to compensate for multiple comparisons (SigmaStat; Jandel, San Rafael, CA, USA). P-values < 0.05 were considered significant.

### In situ hybridization

We used *in situ *hybridization to localize miR-21 expression in the DRG sections. The frozen section specimens were acquired from 10-μm thick transverse cross sections from the middle of each fresh specimen using a cryostat (Cryostat Leica CM3050, Bannockburn, IL, USA). Cryosections were fixed in 4% paraformaldehyde, acetylated in 0.1 M triethanolamine (pH 8.0), and then treated with proteinase K. After washing with phosphate-buffered saline (PBS), the specimens were incubated with 10 pmol of locked nucleic acid (LNA)-modified oligonucleotide probe (Exiqon, Woburn, MA, USA) complementary to *Rattus norvegicus *(rno)-miR-21 and labeled with digoxigenin (DIG) at 50°C overnight. For the sham control experiment, the tissue sections were hybridized with rno-U6 probes or without rno-miR-21 probes as positive or negative controls, respectively. After hybridization, the slides were washed in 50% formamide, 1× saline sodium citrate (SSC), and 0.1% Tween-20 at 50°C, followed by washes in 0.2× SCC and PBS at room temperature. The specimens were then incubated with the blocking solution followed by a horseradish peroxidase (HRP)-conjugated anti-DIG antibody. The signal was enhanced using the TSA Plus DNP HRP system (PerkinElmer Life Sciences, Boston, MA, USA). The hybridized probes were detected and visualized by a color reaction with 3,3'-diaminobenzidine (DAB).

## Results

### Expression profile of the miRNAs in the muscle

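Soleus muscle RNA was hybridized to 10 single-colour Agilent rat miRNA arrays, 3 for rats denervated for 6 months, 3 for rats with sciatic nerve entrapment for 6 months, 3 for rats decompressed for 3 months after such an entrapment, and 1 for the sham control. The Methods give 3 rats for every group, sham control included, while the deposited labels give 1 sham array, and neither says whether this array holds RNA of 1 rat or a pool. For each array the authors deposited the total gene signal of each miRNA, an intensity summed over its probes by Agilent Feature Extraction after background subtraction and not normalized between arrays, with a call of whether the miRNA was detected. Of the 350 miRNAs on the array, 348 carried 1 name in every file. Of these, 152 were detected on the sham array, 137 to 194 (median 179) after denervation, 134 to 168 (median 157) after entrapment, and 136 to 145 (median 138) after decompression. Arrays are named by their group and the replicate number in the labels, as in denervation 1. The arrays differed in brightness. The 75th percentile of the signal over the 108 miRNAs detected on all 10 arrays was 409 on the sham array and reached 2539 on a denervation array, a 6.20-fold range. Each array was scaled to this percentile, signals below a floor of 2.71 (the median over the arrays of the lowest scaled signal of a detected miRNA) were set to the floor, and log2 was taken. The 173 miRNAs detected on at least 3 of the 10 arrays were tested. The Methods take a 2-fold change from sham. In the fold rule used here, a miRNA was called when it was at least 2-fold lower, or at least 2-fold higher, than sham on each of the 3 arrays of a group. The sham array has no spread of its own, so limma was fitted over all 10 arrays with 6 residual degrees of freedom, on the assumption that sham varies like the other groups. Its p-values were adjusted by the Benjamini-Hochberg method and held against 0.05. A miRNA set to the floor on all arrays of a group has no spread there, which lowers its p-values. The number of arrays limits the precision of every value. The Methods name a rank-consistency LOWESS normalization without its reference or settings, so the nearest form of it was tried as an alternative. A table of processed values that the authors also deposited equals the scanner signals divided by a constant for each array, which is 100 for the sham array and denervation 1 and 2, 1222 for decompression 2, and 38.7 to 93.2 for the other soleus arrays. For 27 soleus values with a signal of at least 20 in either source, the processed value and the scanner value differed by more than 1%. Of these, 24 belonged to miR-499, miR-1, miR-133a, miR-466b, miR-329, miR-204 and miR-139-3p and 3 to miR-17-3p. The files of the sham array, denervation 1 and denervation 2 share a layout of their own, and 11, 12 and 15 of their control signals of at least 20 equal a control signal of another soleus array to all digits, 17 of these 38 at another feature only. The cause was not tested. Of the 45 control features of the array, which hold no rat miRNA, 12 parted the 4 sham and denervation arrays from the 6 entrapment and decompression arrays without overlap, the negative control among them, where chance would part 0.429. Of the 12, 5 have a signal over 20 on at least 1 of the 3 arrays that hold such equal signals. Of the 19 features without one, 7 parted, where chance would part 0.181. Group and handling of the arrays cannot be told apart for soleus differences between these sets of arrays. The values of the scanner files are given throughout unless stated otherwise.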

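By the fold rule, 47 of the 173 tested miRNAs (27.2%) were lower than sham on each of the 3 entrapment arrays, and as many on each of the 3 decompression arrays. Of these, 34 after entrapment and 36 after decompression also passed limma's threshold. limma called 34 lower and 17 higher miRNAs after entrapment and 38 lower and 17 higher miRNAs after decompression. The median log2 difference from sham over all tested miRNAs was -0.37 after entrapment and -0.25 after decompression. Among those with the largest changes, miR-494 fell from a scaled signal of 9749.6 on the sham array to 179.9 ± 17.6 (SD, n = 3) after entrapment and 196 ± 22.5 (SD, n = 3) after decompression. Its log2 differences were -5.76 (standard error 0.64, adjusted p = 0.000243 from limma with Benjamini-Hochberg adjustment) and -5.65 (adjusted p = 0.000247, same test), each lower on 3 of 3 arrays. miR-188, miR-743a and miR-878 were detected on the sham array and on no entrapment or decompression array. For a group without detection the fold is given as a bound, set on each of its arrays by the highest of the floor, the lowest signal of any detected miRNA and the miRNA's own signal. Where the sham array alone lacks detection, the bound is set on it likewise. Such a bound holds for the mean log2 value of a group, not for each array. miR-188 was at least 42.4-fold lower after entrapment and at least 54.6-fold lower after decompression, and miR-743a and miR-878 were each at least 44.6-fold and at least 52.5-fold lower. miR-139-3p, for which the processed and scanner values differ on 4 arrays, was detected on 1 of the 3 entrapment arrays (log2 difference -5.12 ± 1.82, SD) and on no decompression array, where it was at least 144-fold lower. These counts depended on the scaling. With the authors' processed values, 13 miRNAs were lower and 102 higher after entrapment, and 18 were lower and 4 higher after decompression.

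**Figure D1:**
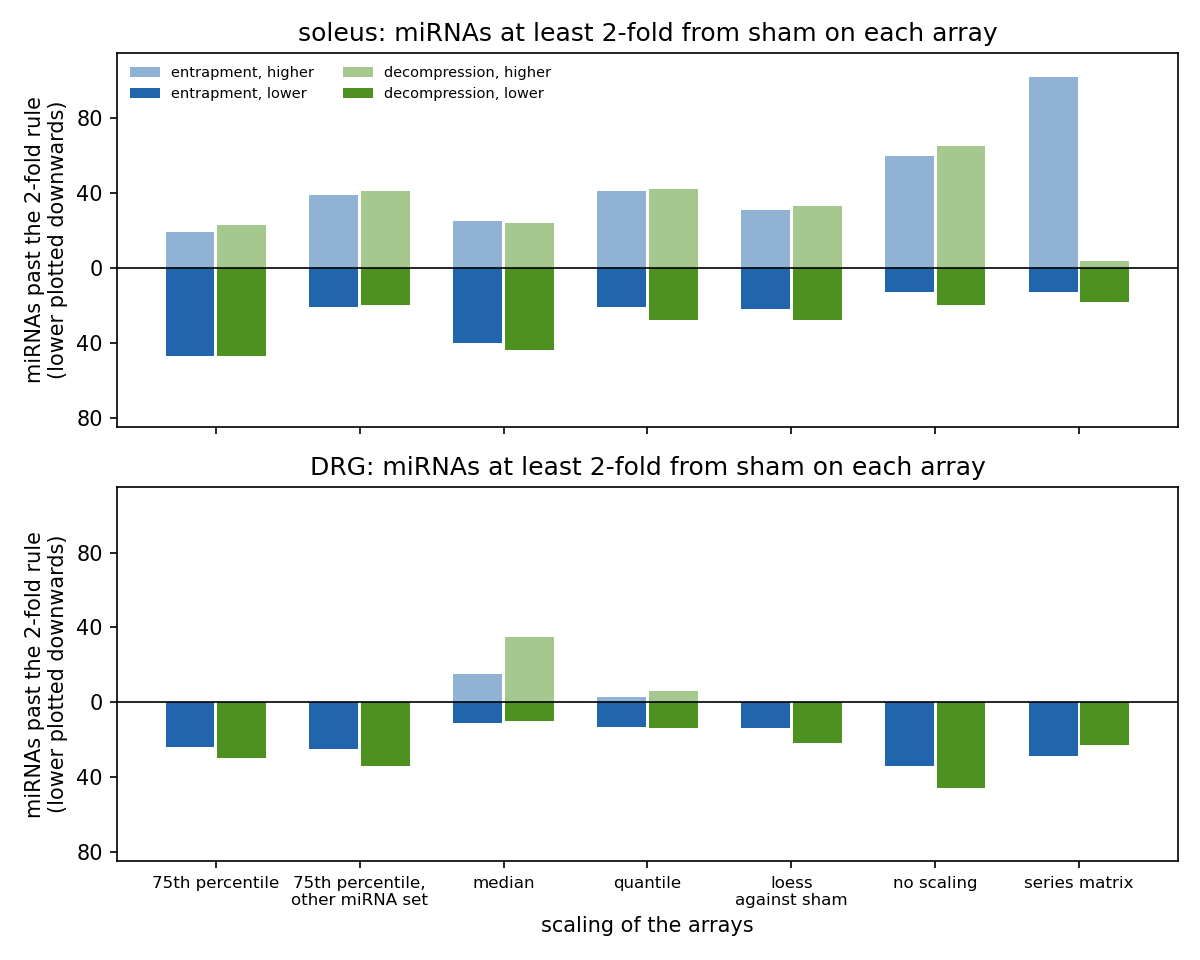
Number of miRNAs (y axis) at least 2-fold from the sham array on each of the 3 arrays of a group, under 7 ways of scaling the arrays (x axis, the series matrix being the authors' processed values), for soleus (upper panel) and DRGs (lower panel). Bars above 0 in light shades count higher miRNAs and bars below 0 in dark shades count lower miRNAs, blue for entrapment and green for decompression. In soleus after entrapment, lower miRNAs outnumber higher ones under scaling to the 75th percentile and under median scaling. In that group, higher ones outnumber lower ones under no scaling, the percentile over all miRNAs, quantile and loess scaling and with the processed values. In the DRGs, higher ones outnumber lower ones in both groups only under median scaling. The processed DRG values stand under their own names, which for entrapment and decompression hold the arrays of the other group.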

miRNA array analysis indicated that approximately 13.4% (n = 47) and 11.4% (n = 40) of all rat miRNAs tested (350 unique miRNAs) were significantly decreased at 6 months of entrapment neuropathy and at 3 months after decompression, respectively, in the soleus muscle (Additional file 1: Table S1). 

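The fold rule called 47 miRNAs lower after entrapment, and 40 of them were also lower on each decompression array. That leaves 7 for entrapment alone. These 47 match the paper's count but are mostly other miRNAs. Of the 44 different miRNAs in the paper's list for entrapment, 13 were among them, where 12.0 would be expected by chance. In the other direction, 19 miRNAs were at least 2-fold higher than sham on each entrapment array and 23 on each decompression array, of which 16 were higher in both groups. Both groups were compared with the same sham array, which by itself makes their calls overlap. In 1000 simulations of unchanged groups against 1 shared sham array, the overlap of lower miRNAs was 1 on average and 5 at most. Denervation, compared with that array too, had 26 of the 40 lower and 14 of the 16 higher miRNAs among its own. The 16 shared higher miRNAs were all called under no scaling and under median, quantile, loess and all-miRNA percentile scaling, and 2 of them with the authors' processed values. Of the 40 shared lower miRNAs, 36 were still called under median scaling, 20 under quantile and under loess scaling, 16 with the percentile over all miRNAs, and 13 under no scaling and with the processed values.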

Notably, there were 37 overlapping miRNAs under these 2 conditions and no miRNAs were upregulated in the soleus muscles of these 2 groups. Surgical decompression appeared to not remarkably alter the general expression of the downregulated miRNAs in the innervated muscle in entrapment neuropathy. In contrast, 3 miRNAs (miR-499, miR-1, miR-133a, and miR-466b) were upregulated in the denervated muscle and 3 miRNAs (miR-329, miR-204, and miR-139-3p) were downregulated after 6 months. 

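Set directly against each other, the 3 decompression and 3 entrapment arrays gave no miRNA past the threshold in limma, 0 of 173, with 6 lower and 1 higher after decompression at an unadjusted p under 0.05. The count was also 0 with any 1 array left out. The median log2 difference between both groups over all tested miRNAs was 0.04. The count was 1 when a floor of 0.01 on the unscaled signal replaced the detection floor.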

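After denervation, 27 miRNAs were higher than sham on each of the 3 arrays and 32 were lower, and limma called 20 higher and 26 lower. miR-499 was not detected on the sham array and was at least 12.7-fold higher in the mean of the denervation arrays. It was at least 2-fold over the sham signal, itself below detection, on 3 of 3 arrays. Its spread kept it short of the threshold (adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment). miR-1 rose from a scaled signal of 12388 to 134881 ± 130792 (SD, n = 3), a log2 difference of 3.00 (standard error 0.89, adjusted p = 0.0355, same test). This adjusted p rose to 0.0587 without denervation 1, 0.0581 without entrapment 2 and 0.0516 without decompression 1. The processed values of miR-1 differ from the scanner values on 6 arrays, sham among them. With processed values in place only where both differ, miR-1 was lower after denervation, by a log2 difference of -0.67 ± 0.74 (SD, n = 3). That setting was chosen after these values were seen. With the processed values taken whole, under their own constants, the fold rule called miR-1 higher. The changes of miR-133a and miR-466b were not larger than the spread between arrays. miR-133a had log2 differences of -0.78, -1.25 and 1.25 on the 3 arrays (adjusted p = 0.842), and its mean of -0.26 turned to 1.22 without scaling. miR-466b had -0.05, 0.21 and 2.30 (adjusted p = 0.505). All 3 miRNAs listed as downregulated were lower on each array. The log2 differences were -3.21 ± 0.62 for miR-329 (adjusted p = 0.0121), -4.20 ± 1.20 for miR-204 (adjusted p = 0.00695) and -3.01 ± 1.38 for miR-139-3p (adjusted p = 0.112, or 0.0486 without denervation 3). Processed and scanner values also differ for miR-499 on 7 arrays, for miR-329 on 3, for miR-466b on 2, and for miR-133a and miR-204 on 1 each. Outside the listed miRNAs, the largest changes past the threshold were in miR-126* (not detected on the sham array, at least 15.0-fold higher, adjusted p = 4.96e-05), miR-672 (not detected on the sham array, at least 15.7-fold higher, adjusted p = 0.0185), miR-494 (log2 difference -4.08 ± 1.04, adjusted p = 0.00240) and miR-743a (-3.62 ± 0.72, detected on 2 of 3 arrays, adjusted p = 0.000828).

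**Figure D2:**
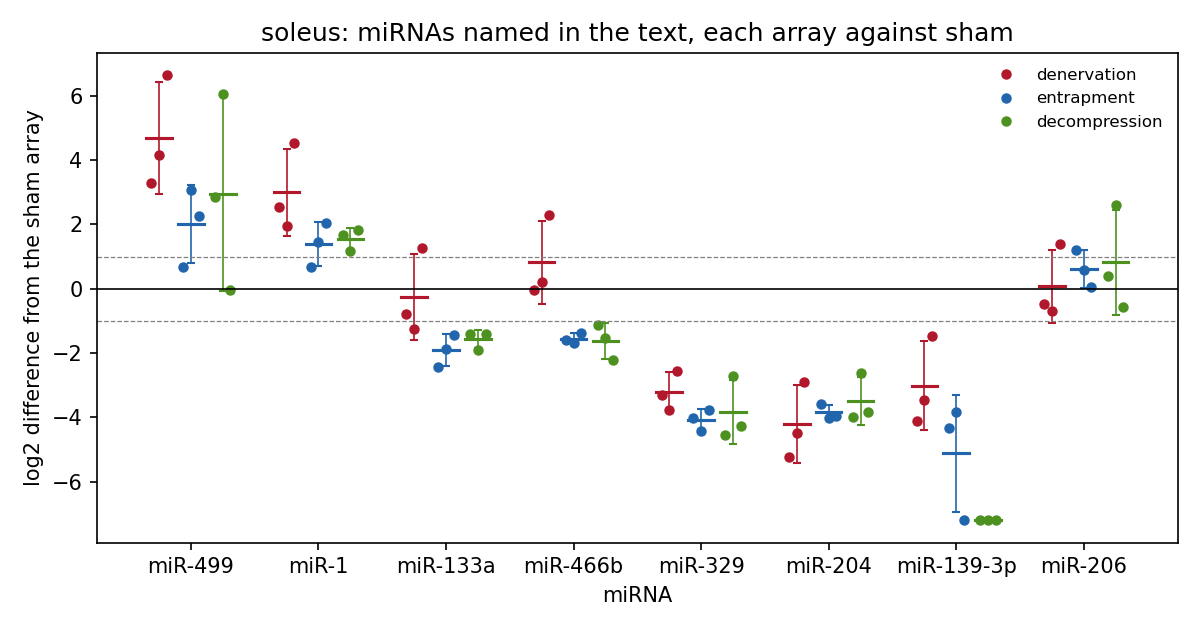
Log2 difference from the sham array (y axis) of the miRNAs that the text names for soleus (x axis), 1 dot for each of the 3 arrays of denervation (red), entrapment (blue) and decompression (green), with the mean as a bar, the SD as whiskers, and dashed lines at 2-fold. miR-499 was not detected on the sham array, so its dots are distances from the sham signal below detection, and miR-139-3p lies at the floor on the decompression arrays. The mean of miR-133a after denervation and of miR-466b after entrapment lies below 0 here and above 0 without scaling, and that of miR-1 lies above 0 here and below 0 in all 3 groups with the processed values that differ. The mean of miR-206 also changes sign between settings.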

A hierarchical cluster analysis of all significantly dysregulated miRNAs is shown in Figure 1, illustrative of miRNAs differentially expressed under these 3 conditions. 

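Compared directly, 20 miRNAs were lower after entrapment than after denervation and 0 were higher by limma's threshold, with 36 lower and 4 higher at an unadjusted p under 0.05. Decompression against denervation gave 22 lower and 2 higher. These calls rested on single denervation arrays. Without denervation 2, 4 miRNAs differed between entrapment and denervation, and 8 or 39 differed between decompression and denervation without denervation 1 or denervation 3. No miRNA differed between entrapment and denervation when the arrays were not scaled, and with the percentile over all miRNAs 15 were lower and 19 higher. The 12 control features that part sham and denervation from the other arrays limit these comparisons too, and 25 of the 173 miRNAs parted in the same way. miR-125a-3p was detected on 3 denervation arrays and 1 entrapment array (adjusted p = 0.0276 from limma with Benjamini-Hochberg adjustment), and miR-139-5p on 2 and 1 (adjusted p = 0.0259), so that the size of their differences rests in part on the floor. The log2 difference of entrapment from denervation was -2.40 for miR-539 (standard error 0.59, adjusted p = 0.0285, detected on 2 entrapment arrays) and -2.38 for miR-466b (adjusted p = 0.0280), whose scaled signal was 292 ± 278 (SD, n = 3) after denervation and 42.4 ± 5.09 (SD, n = 3) after entrapment. Leaving out 1 array at a time took the adjusted p of each of these 4 miRNAs above 0.05 in at least 4 cases. miR-760-5p was detected on 3 denervation arrays and on no entrapment or decompression array (adjusted p = 0.00121 in both comparisons). It stood at the floor on all arrays of the latter groups, without spread, which lowers this p-value. Against decompression, miR-139-3p was detected on 3 denervation arrays and no decompression array (adjusted p = 0.0181), and miR-466b differed by -2.44 (adjusted p = 0.0236), calls that both miRNAs lost without decompression 2 or decompression 3. miR-125a-3p and miR-125b*, also on no decompression array, were detected on 3 and 2 denervation arrays (adjusted p = 0.0121 and 0.00682). miR-499, miR-1 and miR-133a did not pass the threshold between entrapment and denervation, with log2 differences of -2.68 (adjusted p = 0.279), -1.61 (adjusted p = 0.162) and -1.65 (adjusted p = 0.127).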

We were able to separate the samples into denervation, entrapment, and decompression by performing unsupervised hierarchal clustering analysis.

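The 9 soleus arrays of the injury groups were clustered by average linkage on 1 minus Pearson's correlation of their log2 differences from sham, over the 92 miRNAs that the fold rule called in any group. Taken at 3 clusters, the tree put denervation 1 and 2 in one cluster, denervation 3 in another, and all 6 entrapment and decompression arrays in the third. Denervation 1 and 2 are also the arrays whose file layout is shared with the sham array and not with denervation 3. The adjusted Rand index with the 3 injury groups, which is 1 for identical groupings and about 0 for random ones, was 0.353 (exact permutation p = 0.0357 over the 280 ways of forming 3 groups of 3, one-sided, where the smallest possible p is 0.00357). The entrapment and decompression arrays were intermixed. The 92 miRNAs had been selected on the same arrays, but all 173 tested miRNAs or Euclidean distance gave the same 3 clusters. Across the 92 miRNAs, which are not independent replicates, the correlation between arrays was 0.812 to 0.949 within denervation. It was 0.780 to 0.901 between denervation and the other groups. Denervation 1 and 2 correlated at 0.949, above every value with the other groups, and denervation 3 correlated with them at 0.812 and 0.840 and with the other groups at up to 0.857. The index was 0.267 with the authors' processed values (exact permutation p = 0.214).

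**Figure D3:**
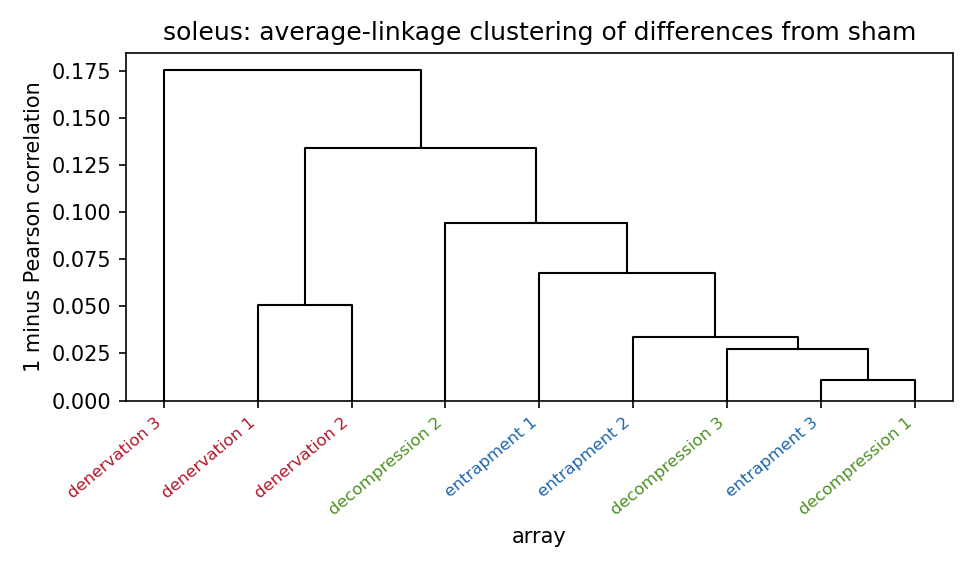
Average-linkage tree of the 9 soleus arrays of the injury groups (x axis; red denervation, blue entrapment, green decompression), with 1 minus Pearson's correlation of their log2 differences from the sham array at which branches join on the y axis. Denervation 3 joins last, denervation 1 and 2 join each other, and the entrapment and decompression arrays are intermixed.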

**Figure 1:**
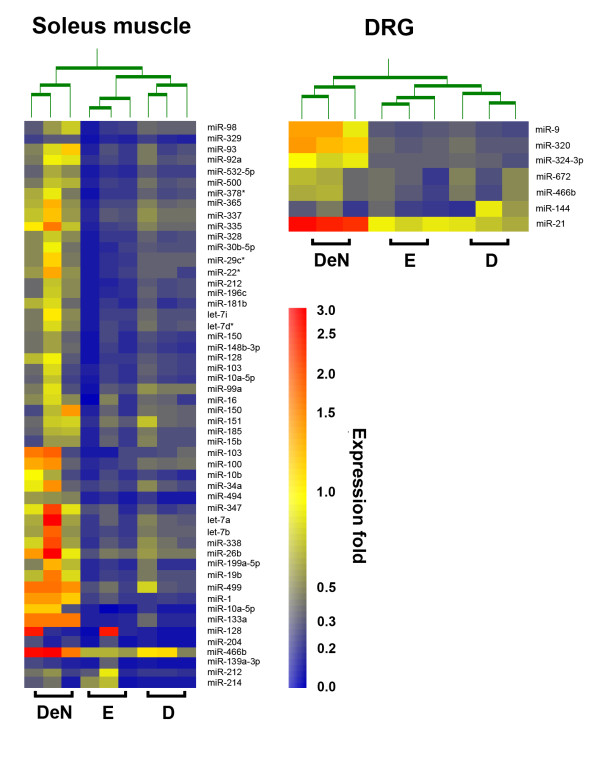
**Hierarchical cluster analysis**. Using a hierarchical method, a clustering graph was created from those miRNAs with increased (red) or decreased (blue) fold of expression from 3 soleus muscles (left graph) and dorsal root ganglia (right graph) in the group of rats that sustained denervation for 6 months, entrapment for 6 months, or decompression for 3 months against those from the sham control group.

### miRNA expression profiles in the neurons

In the DRGs, 6 miRNAs (miR-9, miR-320, miR-324-3p, miR-672, miR-466b, and miR-144) were significantly downregulated in the entrapment group and 3 miRNAs (miR-9, miR-320, and miR-324-3p) were significantly downregulated in the decompression group. 

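The DRG arrays were 10 of the same design, 3 each for denervation, entrapment and decompression and 1 for sham. Of the 348 miRNAs, 233 were detected on the sham array, 213 to 225 (median 220) after denervation, 183 to 186 (median 184) after entrapment, and 187 to 200 (median 190) after decompression. Because over 50% of the miRNAs were detected, the 75th percentile was taken over all 348, and it ranged 1.62-fold, from 72.0 to 117. The floor was 2.31 and the tested miRNAs, detected on at least 3 arrays, numbered 219. All other steps were those used for soleus. Brightness and detection followed the groups. The percentile was 99.7 on the sham array and 97.5 to 117 after denervation, but 72.0 to 88.1 after entrapment and 75.5 to 85.0 after decompression. Of the 45 control features, 24 also parted the 4 sham and denervation arrays from the other 6 without overlap, where chance would part 0.429. Group and handling of the arrays cannot be told apart here, and this limit applies to every DRG difference between these sets of arrays. The processed values that the authors deposited under the names of the 6 entrapment and decompression arrays equal the scanner files of the other group, and the groups given here are those of the labels of the scanner files, except where processed DRG values are given, which stand under their own names. No DRG value differed between both sources by more than 1%.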

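By the fold rule, 24 of the 219 miRNAs (11.0%) were lower than sham on each entrapment array and 30 (13.7%) on each decompression array, with 22 in common, against an average of 0.103 and a maximum of 2 in the simulations of unchanged groups. limma called 38 lower after entrapment and 36 after decompression. miR-9 had a scaled signal of 417 on the sham array, 178 ± 18.9 (SD, n = 3) after entrapment and 175 ± 5.29 (SD, n = 3) after decompression. Its log2 differences were -1.23 (standard error 0.16, adjusted p = 0.000971 from limma with Benjamini-Hochberg adjustment) and -1.25 (adjusted p = 0.000870, same test), at least 2-fold on 3 of 3 arrays in both groups. miR-324-3p reached 2-fold on 2 of 3 arrays in each group, with -1.09 ± 0.08 after entrapment (adjusted p = 0.000581) and -1.04 ± 0.08 after decompression (adjusted p = 0.000712). miR-320 reached 2-fold on no array, with -0.49 ± 0.23 (adjusted p = 0.149) and -0.26 ± 0.11 (adjusted p = 0.430). After entrapment, miR-672 and miR-466b reached 2-fold on 1 array, with -1.01 ± 0.68 (adjusted p = 0.144) and -0.97 ± 0.56 (adjusted p = 0.111, or 0.0400 without entrapment 1). miR-144 reached it on 2, with -1.41 ± 1.02 (adjusted p = 0.247). The largest changes lay elsewhere. miR-190 was detected on the sham array and on all 3 denervation arrays, with scaled signals of 23.2 and 23.0 ± 1.35, and on no entrapment or decompression array. It was at least 8.88-fold and at least 9.92-fold lower than sham, respectively (adjusted p = 7.66e-08 for each). All arrays of both groups stood at the floor, without spread, so this p-value does not measure how miR-190 varies there. miR-872* was likewise not detected in either group, and was at least 7.64-fold lower after entrapment and at least 8.94-fold lower after decompression. miR-125a-3p (at least 8.75-fold), miR-29a* (at least 4.46-fold) and miR-487b (at least 5.09-fold) were lower after entrapment, where none was detected. After decompression, miR-346 (at least 10.6-fold; adjusted p = 0.0235, or 0.0549 without decompression 3) and miR-211 (at least 5.81-fold) were lower and not detected, and miR-29a* was detected on 1 array (log2 difference -2.52, adjusted p = 0.00345). Without entrapment 3, 37 miRNAs in place of 24 met the fold rule after entrapment. Under median scaling, 11 miRNAs were lower and 15 higher after entrapment, 10 lower and 35 higher after decompression, miR-9 and miR-324-3p stood at -0.39 and -0.24 after entrapment and no longer passed limma's threshold, and miR-320 turned to 0.35 and 0.60. That scaling moved the median log2 difference of all tested miRNAs from -0.11 to 0.73 after entrapment and from -0.13 to 0.73 after decompression.

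**Figure D4:**
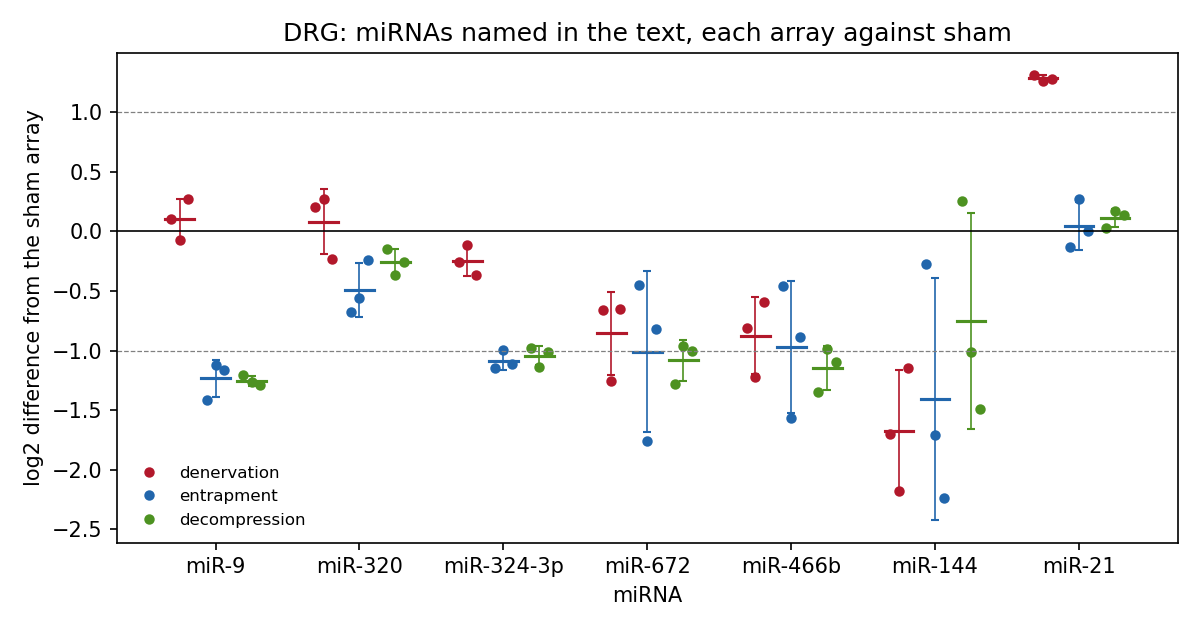
Log2 difference from the sham array (y axis) of the miRNAs that the text names for the DRGs (x axis), 1 dot for each of the 3 arrays of denervation (red), entrapment (blue) and decompression (green), with the mean as a bar, the SD as whiskers, and dashed lines at 2-fold. miR-9 and miR-324-3p lie near or past 2-fold lower in both entrapment and decompression, and miR-21 lies past 2-fold higher after denervation. Under median scaling, miR-320 lies above 0 in both entrapment and decompression and miR-144 above 0 after decompression, and the means of miR-21 after entrapment and decompression change sign with the scaling.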

Although there also appeared to be a decrease of miR-672, miR-466b, and miR-144 in the decompression group, it was not statistically significant in all 3 specimens. 

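After decompression, miR-672 reached 2-fold lower than sham on 2 of 3 arrays, with a log2 difference of -1.08 ± 0.17 (SD, n = 3; adjusted p = 0.129 from limma with Benjamini-Hochberg adjustment). miR-466b also reached it on 2 of 3, with -1.15 ± 0.18 (adjusted p = 0.0734), and passed the threshold when entrapment 1 or entrapment 2 was left out, as miR-672 did without entrapment 2. For miR-144 the 3 arrays gave 0.26, -1.01 and -1.49 (adjusted p = 0.515), a spread larger than the mean of -0.75, and its mean under median scaling was 0.10. Over the 10 DRG arrays miR-144 varied with miR-451, another miRNA of red blood cells (Pearson's r = 0.981 and Spearman's rho = 0.976, permutation p = 1e-05 for each, the smallest that 100000 resamples can give). The genes of both neighbour each other, and joint transcription would give the same correlation. It therefore cannot tell a different blood content from regulation of miR-144. None of these 3 miRNAs differed between decompression and entrapment, with log2 differences of -0.07 for miR-672, -0.17 for miR-466b and 0.66 for miR-144 (adjusted p = 1 for each).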

No miRNAs were upregulated in the DRGs of the entrapment and decompression groups. On the other hand, after sciatic nerve denervation, we observed 1 downregulated miRNA (miR-144) and 1 upregulated miRNA (miR-21) in the DRGs (Figure 1). 

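No miRNA was at least 2-fold higher than sham on each of the 3 arrays in either group. limma called 5 miRNAs higher after entrapment and 4 after decompression, with 15 and 19 higher at an unadjusted p under 0.05. The 4 after decompression, named after their values were seen, were miR-29a, miR-29b, miR-29c and miR-29c*, with log2 differences of 0.77, 0.51, 0.47 and 0.47. The 5 after entrapment, named in the same way, were miR-29a, miR-29b, miR-29c*, miR-30a* and miR-338, with 0.72, 0.48, 0.40, 0.42 and 0.52. Besides the counts under median scaling, quantile normalization gave 3 miRNAs higher by the fold rule after entrapment and 6 after decompression, and a 1.5-fold rule gave 1 in each group.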

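After denervation, miR-21 rose from a scaled signal of 954 on the sham array to 2327 ± 38.4 (SD, n = 3), a log2 difference of 1.29 (standard error 0.15, adjusted p = 0.00511 from limma with Benjamini-Hochberg adjustment), and was higher on 3 of 3 arrays. It was the one miRNA that limma called, against 12 lower and 22 higher at an unadjusted p under 0.05, and the one that met the fold rule in the higher direction. With each array left out in turn its log2 difference stayed between 1.27 and 1.30. After entrapment and decompression miR-21 was within 0.05 ± 0.21 and 0.11 ± 0.08 of sham, and it was higher after denervation than in either (log2 differences of entrapment and decompression from denervation -1.24, adjusted p = 4.06e-05, and -1.17, adjusted p = 5.77e-05). The fold rule called 2 lower miRNAs. miR-144 had -1.70, -2.18 and -1.15 on the 3 arrays (adjusted p = 0.353). Its level followed that of miR-451 over the DRG arrays, which joint transcription of the neighbouring genes would give too. Under median scaling the fold rule no longer called it. miR-327, named after its value was seen, had -1.32 ± 0.02 (adjusted p = 0.296). Quantile normalization called 24 miRNAs in limma, 4 lower and 20 higher.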

To localize the expression of miR-21 in the DRGs, *in situ *hybridization of miR-21 was performed to differentiate whether the upregulation occurred in the neurons or the interstitial connective tissue. As shown in Figure 2, in comparison with the negative control (Figure 2A), the positive control probe rno-U6 was abundantly and diffusely expressed in the perinuclear region of the DRG neurons after 6 months of denervation (Figure 2B). In addition, using DIG-labeled miR-21 probes, intense signals for miR-21 were also observed in the perinuclear region of the neurons (Figure 2C). Real time RT-PCR revealed that the expression of miR-21 in the DRGs was detected after 1 week of denervation with an ~6-fold increase that lasted for up to 6 months (Figure 2D). 

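For the DRGs the same clustering ran over the 34 miRNAs called by the fold rule in any of the 3 injury groups. At 3 clusters, the denervation arrays formed one, entrapment 1 and 2 joined all 3 decompression arrays in another, and entrapment 3 stood alone. The adjusted Rand index with the injury groups was 0.484 (exact permutation p = 0.0357, one-sided). The 34 miRNAs had been selected on the same arrays. Over all 219 tested miRNAs, denervation 2 stood alone, denervation 1 and 3 formed a cluster, and all entrapment and decompression arrays formed the third. The index was then 0.353 (exact permutation p = 0.0357). Euclidean distance over the 219 gave the same clusters as the 34 miRNAs did. Across the 34 miRNAs, the 3 denervation arrays correlated with each other at 0.839 to 0.881 and with the other arrays at -0.132 to 0.629. Entrapment arrays correlated with each other at 0.447 to 0.598 and with decompression arrays at 0.335 to 0.811, and these ranges overlap. Over the 173 miRNAs detected on all DRG arrays the index was 0.214 (exact permutation p = 0.164).

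**Figure D5:**
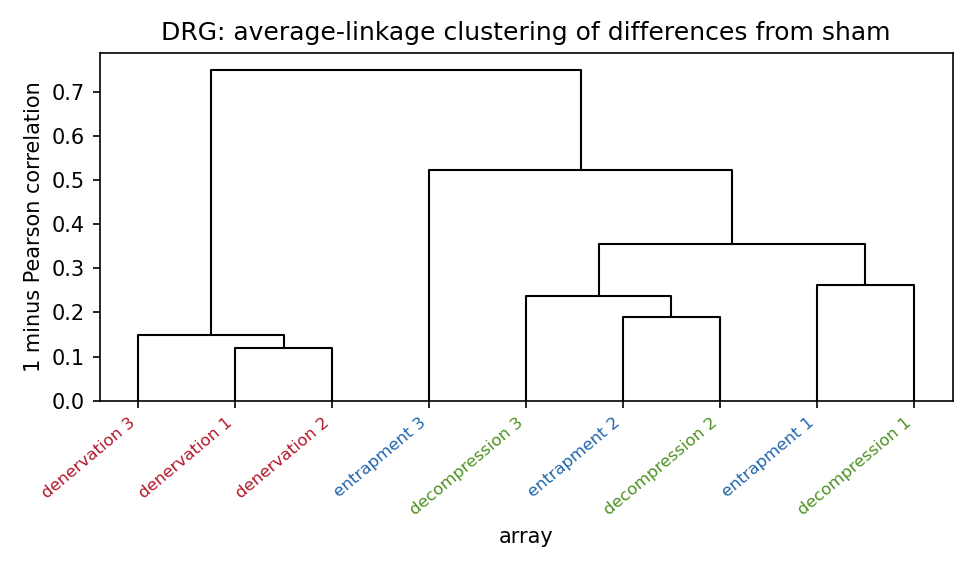
Average-linkage tree of the 9 DRG arrays of the injury groups (x axis; red denervation, blue entrapment, green decompression), with 1 minus Pearson's correlation of their log2 differences from the sham array at which branches join on the y axis. The 3 denervation arrays join each other first and the rest last, and entrapment 1 and 2 lie among the decompression arrays.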

We were able to separate the samples into denervation, entrapment, and decompression by performing unsupervised hierarchal clustering analysis.

**Figure 2:**
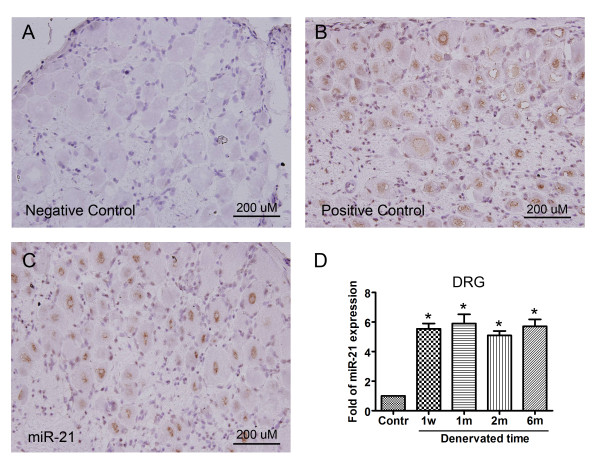
***In situ *hybridization analysis**. In comparison with the negative control (Figure 2A), *in situ *hybridization analysis revealed that the positive control probe rno-U6 was abundantly and diffusely expressed in the perinuclear region of the neurons in the denervated dorsal root ganglia (DRGs) (Figure 2B). Intense signals for miR-21 in the perinuclear region of the neurons were also observed in the tissue sections at 1 month after denervation injury by using digoxigenin-labeled miR-21 probes (Figure 2C). Real time RT-PCR revealed that the expression of miR-21 in the DRGs was increased by ~6 fold; it was detected 1 week after denervation and lasted for up to 6 months (Figure 2D). Bars represent means ± standard error of 6 independent experiments; *, P < 0.05 vs. sham control.

In the L4-L6 spinal segments, no dysregulated miRNAs were detected using the miRNA array in the entrapment and decompression groups. In the denervation group, 4 miRNAs (miR-384-3p, miR-325-5p, miR-342-5p, and miR-340-5p) were significantly upregulated, but no miRNA was downregulated in the spinal segment specimens after 6 months. However, using quantitative real-time RT-PCR to independently measure the relative expression of these 4 selected miRNAs in the spinal segment samples, none of them could be validated and all miRNAs were upregulated.

### Expression of muscle-specific miRNAs in the entrapment and decompression groups

After nerve entrapment using a silastic tube, we observed the downregulation of miR-1 and miR-133a in the soleus muscle at 3 months after its insertion that lasted until at least the 6-months time point (Figure 3). Real-time RT-PCR analysis revealed an ~50% decrease in the expression levels of miR-1 and miR-133a at 3 and 6 months after entrapment, whereas the levels of miR-1 and miR-133a were unchanged and then decreased after decompression for 1 and 3 months, respectively. The expression patterns of miR-1 and miR-133a were similar after entrapment and decompression. In contrast, there were no statistical differences in the expression of miR-206 after entrapment and decompression.

**Figure 3:**
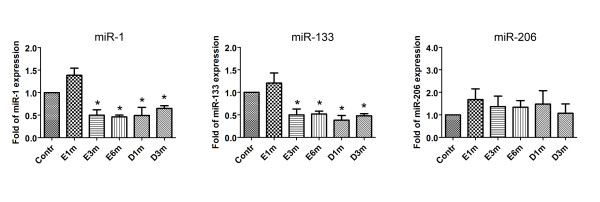
**Expression of muscle-specific miRNAs using quantitative real-time PCR**. After entrapment, the expression of miR-1 and miR-133 was significantly decreased to ~50% of those observed in the sham control group at 3 and 6 months after entrapment. After decompression, miR-1 and miR-133a levels were unchanged and sustained a significant decrease at 1 and 3 months later, respectively. There were no statistical differences in the expression of miR-206 at the indicated time points after nerve entrapment and after decompression. Bars represent means ± standard error of 6 independent experiments; *, P < 0.05 vs. sham control.

## Discussion

According to the degrees of nerve injury defined on the basis of the histopathology and pathophysiology of nerve injury [27], entrapment neuropathy would be graded as a grade II or III injury [28], but not as a grade V injury after nerve transection (neurotmesis). Electron microscopic analysis of axonal integrity in entrapment neuropathy has also shown no morphometric evidence of axonal injury [28,29]. Therefore, it is not surprising that neurons and innervated muscles exhibit different responses between entrapment neuropathy and denervation injury. 

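The group means of the log2 differences from sham can be correlated between denervation and entrapment across all tested miRNAs, which are not independent replicates. Pearson's r was 0.876 in soleus and 0.430 in the DRGs. Unchanged groups simulated against 1 shared sham array gave 0.747 on average in soleus and 0.746 in the DRGs, with 97.5% of the simulations below 0.827 and 0.847. The soleus correlation lay above the 97.5% value of these simulations and the DRG correlation below their mean. A soleus sham array with levels of its own stays open, since it cannot be told apart from a change common to the injuries.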

In this study, we demonstrated that entrapment neuropathy resulted in miRNA expression patterns that differed from those in denervation injury in the DRGs and the innervated soleus muscle. Compared to the 3 upregulated and the 3 downregulated miRNAs in the denervated muscle, we observed more extensively downregulated miRNAs (13.4%, 47 of the 350 rat miRNAs) in entrapment neuropathy. 

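Of the 32 soleus miRNAs lower on each denervation array, 29 were also lower on each entrapment array. The difference between the counts of lower miRNAs after entrapment and after denervation is a difference of calls and was not tested as such. It moved with the scaling. Without scaling 4 miRNAs were lower after denervation and 13 after entrapment, and with loess scaling 16 and 22. The order turned with the percentile over all miRNAs and with quantile normalization, each of which gave 25 after denervation and 21 after entrapment. The paper gives its counts of changed miRNAs in both groups after stating that the expression patterns of entrapment and denervation differ.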

In the DRGs, there was 1 downregulated and 1 upregulated miRNA after nerve denervation, but there were 6 significantly downregulated miRNAs after entrapment neuropathy. 

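In the direct comparison of the DRG groups, limma called 72 miRNAs lower and 18 higher after entrapment than after denervation, and 61 lower and 19 higher after decompression than after denervation. With 1 array left out at a time, the first total of 90 lay between 55, without denervation 1, and 83. Of the 24 miRNAs lower on each entrapment array, 0 were lower on each denervation array. miR-9 had a scaled signal of 449 ± 53.8 (SD, n = 3) after denervation, and its log2 difference of entrapment from denervation was -1.34 (standard error 0.11, adjusted p = 3.96e-05 from limma with Benjamini-Hochberg adjustment). The differences of miR-324-3p and miR-320 were -0.84 (adjusted p = 0.000168) and -0.57 (adjusted p = 0.0244). miR-672, miR-466b and miR-144 did not differ, with -0.15 (adjusted p = 0.735), -0.10 (adjusted p = 0.814) and 0.27 (adjusted p = 0.747). miR-190, miR-125a-3p, miR-222, miR-29a* and miR-374 were detected on all 3 denervation arrays and no entrapment array (adjusted p = 4.83e-09, 0.00265, 2.24e-05, 0.000420 and 6.61e-08). Against decompression, miR-190, miR-374 and miR-211 were detected on 3 denervation arrays and no decompression array (adjusted p = 4.83e-09, 6.61e-08 and 0.00295), miR-872* on 2 and none (adjusted p = 2.18e-05), and miR-29a* on 3 and 1 (adjusted p = 0.000194). miR-190 and miR-374 stood at the floor on all entrapment and decompression arrays, without spread, which lowers their p-values. The balance of lower and higher calls depended on the scaling, since under median scaling 24 were lower and 126 higher after entrapment than after denervation. The control features that part the same arrays limit these comparisons too.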

We were able to separate the DRGs or muscle samples into denervation or entrapment neuropathy by performing unsupervised hierarchal clustering analysis. 

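At 2 clusters, the DRG tree set the 3 denervation arrays apart from the other 6, also over all 219 tested miRNAs and with Euclidean distance. The soleus tree at 2 clusters set denervation 3 apart from all other arrays. Correlations were taken across the miRNAs that the fold rule had selected on the same arrays. The median correlation of denervation arrays with the other arrays was 0.858 in soleus and 0.222 in the DRGs. Within denervation it was 0.840 and 0.865. The DRG selection holds mostly miRNAs called after entrapment or decompression, which favours a low correlation with denervation. Over all 219 tested miRNAs the DRG group means of denervation and entrapment correlated at 0.430.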

Considering that a single miRNA may target multiple transcripts [30] or activate an extremely powerful mechanism to dynamically adjust the cell's protein content and influence cellular physiology [31,32], it is reasonable to assume that, despite the fact that there are still unknown downstream target genes and functions, the epigenetic regulation of neurons and innervated muscle is different in response to entrapment neuropathy and denervation injury.

Moreover, the expression of muscle-specific miRNAs was different between entrapment neuropathy and denervation injury. Previously, in a rat model of sciatic nerve denervation, in the absence or presence of nerve microanastomosis [22], we demonstrated that the expression patterns of miR-1 and miR-133a were similar in the soleus muscle after denervation and reinnervation. The expression of miR-1 and miR-133a increased in the muscle after 4 months of denervation and reinnervation. On the other hand, the expression of miR-206 was only significantly increased at 1 month after reinnervation, but not after denervation, and lasted for at least 4 months. In this study, there was an ~50% decrease in the expression levels of miR-1 and miR-133a at 3 and 6 months after entrapment as well as after 1 and 3 months of decompression. In contrast, we found no statistical difference in the expression of miR-206 during nerve entrapment or after decompression. miR-1 and miR-133a are transcribed from a common pre-miRNA precursor in the miR-1/miR-133a locus that generates different primary transcripts [33]. Thus, it is not surprising to discover that the expression patterns of miR-1 and miR-133a were similar. In contrast, the expression pattern of miR-206 was found to be independent from those of miR-1 and miR-133a. However, the expression response of these 3 muscle-specific miRNAs to entrapment neuropathy and denervation injury was different. It has been reported that the expression of miR-1 and miR-133a decreased during skeletal muscle hypertrophy after 7 days of functional overload in rats. The decreased expression of miR-1 and miR-133a was suggested to compensate for the overload by removing the posttranscriptional repression of the necessary target genes [34]. In addition, miR-206 is required for the efficient regeneration of neuromuscular synapses after acute nerve injury [35]. At 3 weeks after surgical denervation, the reinnervation of the denervated muscles by motor axons was delayed in miR-206^-/- ^mice, but wild-type and miR-206^-/- ^mice exhibited similar degrees of muscle atrophy [35]. However, the role of the muscle-specific miRNAs to entrapment neuropathy or denervation injury remains to be investigated.

We also demonstrated that, after decompression, the miRNA expression patterns in the soleus muscles were similar to those in entrapment neuropathy. 

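Across the 173 tested miRNAs, which are not independent replicates, the mean log2 differences from sham after entrapment and after decompression had a Pearson's r of 0.974, against 0.873 for decompression with denervation. All these comparisons share the sham array.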

Although we were able to separate the muscle or DRGs samples into entrapment or decompression by performing unsupervised hierarchal clustering analysis, 37 of the 47 miRNAs downregulated in entrapment neuropathy were among the 40 miRNAs downregulated after decompression; besides, the expression profile of muscle-specific miRNAs was not different after entrapment neuropathy or decompression. 

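Across the miRNAs selected by the fold rule, single soleus arrays of entrapment and decompression correlated with each other at 0.867 to 0.989 (median 0.928). This range overlaps the 0.931 to 0.973 within entrapment and the 0.890 to 0.969 within decompression. In the DRGs the median was 0.711 between both groups, 0.470 within entrapment and 0.756 within decompression. limma called 0 DRG miRNAs between decompression and entrapment, with 1 lower and 8 higher at an unadjusted p under 0.05.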

Surgical decompression appeared to not remarkably alter the general expression of the downregulated miRNAs in the muscle during entrapment neuropathy, leading us speculate that is it possible that the unaltered posttranscriptional regulation attributes to some refractory response of the muscle after surgical decompression. The identification of the target genes of the differentially expressed miRNAs using a combined approach of an miRNA prediction algorithm and whole genome expression analysis under the condition of gain-of-function or loss-of function of each miRNA would be helpful to elucidate the role of each miRNA. However, considering the lack of transgenic or knock-out rodents and the expensive nature of antisense oligonucleotides or miRNA inhibitors, this goal could not be easily achieved and requires further extensive investigation.

In this study, we had demonstrated an ~6-fold increase in the expression of miR-21 in DRG neurons at 1 week after denervation that lasted for up to 6 months. miR-21 is one of the most prominent miRNAs implicated in human malignancies [36]. It is highly expressed in glioblastomas and functions as an oncogenic and anti-apoptotic factor, while it is expressed at basal levels in other brain tumors and in the normal brain [37,38]. miR-21 was reported to play a cytoprotective role against injury via its target genes [39,40]; however, the role and target genes of miR-21 expression in the DRGs after denervation were beyond the scope of this study. Besides, we did not detect dysregulated miRNAs in the L4-L6 spinal segments of the entrapment and decompression groups using miRNA arrays. Although 4 miRNAs were significantly upregulated in the miRNA array experiment, their increased expression could not be validated using quantitative real-time RT-PCR. It should be noted that false positive and false negative targets are expected when using an miRNA array. In a comparison of six microarray platforms and one next-generation sequencing machine to detect the differential expression of miRNAs, Agilent, Ambion, and Exiqon microarrays had the highest rates of true differentially expressed calls with true positive/true negative rates of: Agilent, 0.90/0.86; Ambion, 0.91/0.91; and Exiqon, 0.82/0.85 [41]. Generally, quantitative real-time RT-PCR results are consistent with the results of the high-throughput microarray method in normal physiological or disease-related pathological conditions [42,43]; with few identified targets, microarray and next-generation sequencing data are regularly validated using quantitative real-time RT-PCR. Nevertheless, in a genomic miRNA analysis, microarrays are still the best choice for a standardized genome-wide assay that is amenable to high-throughput applications [41]. In addition, we speculated that the complex composition of the spinal segment tissue, which contains different neuronal and glial cells and different cells in the supporting connective tissue, may be the principal obstacle for a correct tissue dissection and subsequent quantification of miRNA expression. For these reasons, the interpretation of data acquired from microarray platforms needs to be carefully performed in specimens with complex components. In addition, further experiments on the tissues or neurons acquired with a more accurate method would be helpful to identify the miRNA expression profiles in the spinal segments.

## Conclusions

In the past few years, it has become clear that miRNAs are a fundamental part of coordinated gene regulation in different aspects of cell biology. This study has provided new insights into the role of miRNAs after sciatic nerve denervation, entrapment neuropathy, and decompression by demonstrating the differential regulation of miRNAs in the innervated neurons and muscles. However, the field of miRNA research is still in its infancy and requires further exploration to understand the role of miRNAs in these conditions. Further identification of their target genes and their function would help to elucidate the role of each miRNA involved.

## Competing interests

The authors have no personal financial or institutional interest in any of the drugs, materials, or devices described in this article.

## Authors' contributions

CHH and CSR were responsible for the design and coordination of the data acquisition and analysis, search for target genes via the computational algorithm, interpretation of the data, and the writing of the manuscript. YCC participated in the real-time RT-PCR experiments. JCJ, SFJ and PCL participated by providing and coordinating the resources. THL contributed to the animal surgery and acquisition of the study specimens. CJW and CJL were involved in the acquisition of the miRNA array and whole genome expression data. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2474/11/181/prepub

## Supplementary Material

Additional file 1 **Table 1**. 

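The list of downregulated miRNAs after entrapment in Table S1 holds 47 entries and 44 different miRNAs, and that after decompression 40 entries and 35 different miRNAs, of which 34 are in both lists. All were among the 173 tested. Of the 44, 13 were called lower by the fold rule after entrapment, where 12.0 would be expected by chance (Fisher's exact test, one-sided, p = 0.410), 4 were called higher, and the mean lay below sham for 27 and above for 17. Their median log2 difference was -0.45, against -0.36 for the tested miRNAs not in the list, and ranged from -5.76 to 2.73. Of the 35, 11 were called lower after decompression (expected 9.51, Fisher's exact test p = 0.331) and 3 higher. All 3 miRNAs listed as lower after denervation were called lower (expected 0.555, exact p = 0.00585), and 2 of the 4 listed as higher were called higher (expected 0.624, exact p = 0.115). Without scaling all 4 were called higher (exact p = 0.00129), while 4 of the 44 were called lower and 15 higher after entrapment.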

Dysregulated miRNAs in the soleus muscle of rats in the denervation injury, entrapment neuropathy, and surgical decompression groups. † indicates the same miRNA target in the entrapment and decompression groups. Click here for file

# Supplementary material for: Entrapment neuropathy results in different microRNA expression patterns from denervation injury in rats
**Source:** BMC Musculoskelet Disord. 2010 Aug 12;11:181. doi: 10.1186/1471-2474-11-181
**Supplement:** Additional file 1 — Table 1. Dysregulated miRNAs in the soleus muscle of rats in the denervation injury, entrapment neuropathy, and surgical decompression groups. † indicates the same miRNA target in the entrapment and decompression groups.

| Denervation | | Entrapment | Decompression |
| --- | --- | --- | --- |
| up-regulated miRNAs | down-regulated miRNAs | down-regulated miRNAs | down-regulated miRNAs |
| miR-499 | miR-329 | †miR-98 | †miR-98 |
| miR-1 | miR-204 | †miR-329 | †miR-329 |
| miR-133a | miR-139-3p | †miR-93 | †miR-93 |
| miR-466b |  | †miR-92a | †miR-92a |
|  |  | †miR-532-5p | †miR-532-5p |
|  |  | †miR-500 | †miR-500 |
|  |  | †miR-378* | †miR-378* |
|  |  | †miR-365 | †miR-365 |
|  |  | miR-337 | †miR-335 |
|  |  | †miR-335 | †miR-328 |
|  |  | †miR-328 | †miR-30b-5p |
|  |  | †miR-30b-5p | †miR-29c* |
|  |  | †miR-29c* | †miR-22* |
|  |  | †miR-22* | †miR-212 |
|  |  | †miR-212 | †miR-196c |
|  |  | †miR-196c | †miR-181b |
|  |  | †miR-181b | †let-7i |
|  |  | †let-7i | †let-7d* |
|  |  | †let-7d* | †miR-150 |
|  |  | †miR-150 | †miR-148b-3p |
|  |  | †miR-148b-3p | †miR-128 |
|  |  | †miR-128 | †miR-103 |
|  |  | †miR-103 | †miR-10a-5p |
|  |  | †miR-10a-5p | †miR-16 |
|  |  | miR-99a | †miR-150 |
|  |  | †miR-16 | †miR-185 |
|  |  | †miR-150 | †miR-15b |
|  |  | miR-151 | †miR-103 |
|  |  | †miR-185 | †miR-100 |
|  |  | †miR-15b | †miR-10b |
|  |  | †miR-103 | †miR-494 |
|  |  | †miR-100 | †miR-347 |
|  |  | †miR-10b | †miR-1 |
|  |  | miR-34a | †miR-10a-5p |
|  |  | †miR-494 | †miR-133a |
|  |  | †miR-347 | miR-128 |
|  |  | let-7a | †miR-204 |
|  |  | let-7b | †miR-139-3p |
|  |  | miR-338 | miR-212 |
|  |  | miR-26b | miR-214 |
|  |  | miR-199a-5p |  |
|  |  | miR-19b |  |
|  |  | †miR-1 |  |
|  |  | †miR-10a-5p |  |
|  |  | †miR-133a |  |
|  |  | †miR-204 |  |
|  |  | †miR-139-3p |  |

How the deposited data were processed for this re-analysis (not part of the article)

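MicroRNA levels were measured on 20 single-colour Agilent rat miRNA arrays, 10 of soleus muscle and 10 of dorsal root ganglia (DRGs). Each tissue had 3 arrays for denervation of 6 months, 3 for entrapment of 6 months, 3 for decompression of 3 months and 1 for the sham control. The deposited labels describe labelling by amplification with Cy3-CTP, and the Methods describe ligation of pCp-Cy3. The Methods are followed in the text. Arrays were assigned to groups from the labels of the scanner files, and each carries its replicate number from there.

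For each array the authors deposited the total gene signal of every miRNA, an intensity on a linear scale that Agilent Feature Extraction 9.5.3 had summed over probes after background subtraction, with its error and a detection call. These intensities were not normalized between arrays. The authors also deposited a table of processed values, a signal per miRNA and array. It equals the scanner intensity divided by a constant for each array, except for 27 soleus values that differ by more than 1%. In the DRGs, the values named for the 6 entrapment and decompression arrays equal the scanner files of the other group, up to such constants. The Methods name rank-consistency LOWESS and GeneSpring GX 7.3.1 but give neither a reference array nor settings, and neither step could be repeated as such. Slides and scans are not told apart in the files used here, so they were not tested as batches.

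From the intensities, each array was scaled to its 75th percentile, over the 108 miRNAs detected on all arrays in soleus and over all 348 in the DRGs. In soleus a median of 148.5 miRNAs was detected per array, under 50% of the 348, which led to the narrower set. The median in the DRGs was 195. Signals under the detection floor were set to it and log2 was taken. miRNAs detected on at least 3 of the 10 arrays of a tissue were tested. Control features were left out. The 2 of 350 miRNAs that carry different names in different files were left out.

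The Methods take a 2-fold change from sham. The fold rule used here asks for it on each of the 3 arrays, since the Results speak of all 3 specimens, and gave the counts set beside the paper's. In addition, limma (lmFit and eBayes, version 3.58.1, in R 4.3.3) was fitted to all 10 arrays of a tissue with the group as the only term, 6 residual degrees of freedom, and 3.08 prior degrees of freedom in soleus and 2.12 in the DRGs. All its p-values were two-sided and adjusted by the Benjamini-Hochberg method at 0.05. The 1 sham array per tissue was assumed to vary like the other groups. Average-linkage clustering on 1 minus Pearson's correlation followed the Methods, and was compared with the 3 injury groups by the adjusted Rand index with an exact permutation test. Overlaps between comparisons with the same sham array were held against 1000 simulations of unchanged groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

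The miRNAs named in the text are every miRNA that the paper names for soleus or the DRGs and, for each comparison, the 5 with the largest mean log2 difference among those past limma's threshold that changed the same way on every array, or whose groups did not overlap. Others are named as chosen after their values were seen. Lists of miRNAs for muscle, red blood cells, leukocytes, neurons and endothelium were written down before the values were examined, and their results are given with the other observations.

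The scripts were tested on simulated data with 40 changed miRNAs of log2 size 2. Among 173 soleus miRNAs, limma recovered 33 of the 40 between entrapment and denervation with 6 false calls, and 20 against sham with 1 false call. The fold rule recovered 26 with 11 false calls. Among 219 DRG miRNAs, limma recovered 38 with 2 false calls between the injury groups and 38 with 5 false calls against sham, and the fold rule recovered 38 with 0. The median size recovered was 1.89 in soleus and 2.00 in the DRGs.

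The alternatives were no scaling, median, quantile and rank-consistent loess scaling, the other set of miRNAs for the percentile, no filter or detection on all arrays, a floor of 0.01 on the unscaled signal, a pseudocount, the authors' processed values, the mean of the 3 arrays in the fold rule, a 1.5-fold rule, an intensity trend, only both groups compared, a replicate block, 2 other ways of clustering, and leaving out each injury array in turn. All these were set before the data were examined. The loess was fitted with a span of 0.75 on miRNAs whose ranks on the array and on sham differed by at most 10% of the number detected on both. The number of arrays, and the single sham array above all, limits the precision of every value. The spinal segments, real-time RT-PCR and in situ hybridization were not analysed here.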

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

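The tests of the choice of scaling, of the control features, of the lower calls found with and without scaling, of the file layout and of the exchanged arrays were chosen only after the result was seen, as were the reading of the own-group references within each injury group and the comparison of 3 miRNAs between tissues (18 comparisons).

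In soleus, 16 miRNAs were at least 2-fold higher than sham on every entrapment and decompression array, where the paper reports none. Another 34 were at least 2-fold lower on every entrapment array without being in the list of Table S1. Among the 16 were miR-21, with log2 differences of 3.59 after entrapment, 3.23 after decompression and 3.28 after denervation, and miR-322, with 3.23, 3.37 and 2.96. Also among them were miR-26b (2.73, 2.75 and 2.92) and miR-30b-5p (1.70, 1.88 and 2.60), which Table S1 lists as lower after entrapment, all named after their values were seen. Of the 16, 6 were not detected on the sham array, so that their rise starts from a signal below detection. Unequal brightness of the arrays is argued against for 13 of the 47 miRNAs lower after entrapment, which were also lower on the unscaled arrays, where sham is dimmest. It stays open for the other 34, which were not. The choice of scaling may account for the excess of lower over higher calls, which turned to 21 lower and 39 higher with the percentile over all miRNAs. It is argued against for the 16 higher miRNAs, all of which were called under each of the 5 other scalings, but with the authors' processed values 2 of the 16 were called, miR-126* and miR-322. Of the 40 shared lower miRNAs, 11 were called under every scaling and with the processed values. The layout of the files cannot be told apart from the groups. With a term for it limma called 43 miRNAs after entrapment, but the term rests on denervation 3 against denervation 1 and 2, and sham has 1 layout. The sham array itself stays open. Simulated unchanged groups shared at most 5 lower miRNAs against 1 sham array, but denervation had 26 of the 40 lower and 14 of the 16 higher miRNAs too, and a single sham array with levels of its own cannot be told apart from a change common to all 3 injuries. With an array of the same group in place of sham, a median of 8 miRNAs passed the rule (0 to 48), against 63 to 88 with sham. Within denervation the own-group counts reached 48, so the spread of a single reference also stays open. A biological response common to the 3 injuries was not tested apart from the sham array.

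In the DRGs, 21 miRNAs that the paper does not name for the DRGs were at least 2-fold lower than sham on every entrapment and decompression array. The shared sham array is argued against, since unchanged groups shared at most 2 in the simulations, and denervation, compared with the same array, had 0 of the 22 shared miRNAs. The spread of a single reference is argued against as well, with a median of 1 miRNA past the rule against own-group references, and 3 to 9 after entrapment and 1 to 5 after decompression where sham gave 25 to 37 and 33 to 38. The choice of scaling stays open. With the median, higher calls after decompression rose to 35, and 5 of the 22 shared miRNAs were called. Under every scaling and with the processed values 4 were called, miR-138*, miR-190, miR-339-3p and miR-872*. Handling of the arrays cannot be told apart from the groups. Of the 45 control features, 24 parted the 4 sham and denervation arrays from the other 6 without overlap, where chance parts 0.952%, or 0.429 features. Of these, 15 were brighter and 9 dimmer in sham and denervation, and 75 of the 219 tested miRNAs parted in the same way. In soleus 12 control features and 25 of 173 miRNAs did so, and 7 of the 19 control features without a signal over 20 on the sham array, denervation 1 or denervation 2, and handling cannot be told apart from the groups there either, for differences of denervation from entrapment and decompression. A biological difference of the groups stays open with it, untested.

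For 2 of the 18 comparisons of named miRNAs between tissues, the difference from sham itself differed by limma with Benjamini-Hochberg adjustment over the 162 miRNAs tested in both tissues. After denervation, the log2 difference of miR-672 was 4.09 in soleus, where sham lay below detection, and -0.86 in the DRGs, a difference of 4.95 (standard error 1.22, adjusted p = 0.00779). After entrapment and decompression it was 3.25 (adjusted p = 0.0647) and 3.30 (adjusted p = 0.0515). After decompression, the log2 difference of miR-125a-3p was -5.59 in soleus, where no decompression array detected it, and -2.21 in the DRGs, a difference of -3.38 (adjusted p = 0.0438). In soleus, miR-672 thus rests on a sham signal below detection, and miR-125a-3p on decompression signals at the detection floor. Both miRNAs rest on 1 sham array per tissue. The spread of a single reference, with the median of 8 miRNAs past the rule in soleus, stays open for both. For miR-125a-3p the control features that part the DRG arrays, 24 of 45, keep handling open too. A biological difference between the tissues was not tested apart from these.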

How the results depend on the processing

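The tests with the file layout as a term and with processed values in place of scanner values where both differ were chosen only after the data were seen.

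Values are given in the order lower and higher. With scaling to the 75th percentile, the fold rule called 32 and 27 soleus miRNAs after denervation, 47 and 19 after entrapment and 47 and 23 after decompression, with 40 lower ones shared by entrapment and decompression. limma called 26 and 20 after denervation (46 in all), 34 and 17 after entrapment (51), 38 and 17 after decompression (55), 20 and 0 for entrapment against denervation, 22 and 2 for decompression against denervation (24), and 0 for decompression against entrapment. In the DRGs the fold rule called 2 and 1, 24 and 0, and 30 and 0, with 22 shared. limma called 0 and 1, 38 and 5 (43), 36 and 4 (40), 72 and 18 (90), 61 and 19 (80), and 0.

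The scaling moved many soleus counts, and the authors' processed values moved some of them further. Without scaling, the fold rule called 4 lower miRNAs after denervation, 13 lower and 60 higher after entrapment and 20 lower and 65 higher after decompression, with 13 lower ones shared. limma then called 0 and 10 (10 in all) after denervation, 6 and 15 (21) after entrapment, 6 and 6 (12) after decompression, 0 for entrapment against denervation and 2 lower for decompression against denervation. With the percentile over all miRNAs the fold rule gave 21 and 39 after entrapment and 20 and 41 after decompression, with 16 shared. limma gave 16 and 32, 20 and 35, 15 and 19 (34 in all) for entrapment against denervation, and 14 and 19 for decompression against denervation. Quantile normalization gave 21 and 41, and 28 and 42, with 21 shared, and in limma 17 and 28, 24 and 31, 6 and 4 (10) and 4 and 4 (8). Loess scaling gave 16 lower after denervation, 22 and 31 after entrapment and 28 lower after decompression, with 20 shared. In limma it gave 12 and 16 (28), 12 and 18 (30), 21 and 16 after decompression, with 3 in all for entrapment and 1 for decompression against denervation. Median scaling kept the soleus counts within 1.5 times, and gave 17 and 4 for decompression against denervation. The median log2 difference from sham over all tested soleus miRNAs was -0.07, -0.37 and -0.25 after denervation, entrapment and decompression, and 1.32, 1.04 and 1.02 without scaling, -0.07, -0.16 and -0.12 with the median, 0.21, 0.24 and 0.47 with the percentile over all miRNAs, 0.14, 0.27 and 0.17 with quantiles, and 0.23, 0.14 and 0.20 with loess. Beyond this shift the cause was not tested.

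Among the scalings, the median moved most of the DRG counts furthest. It gave 1 lower miRNA after denervation, 11 and 15 after entrapment and 10 and 35 after decompression, with 5 shared. limma then gave 14 and 127 (141), 18 and 130 (148), 24 and 126 (150) and 26 and 128 (154). The median log2 difference of all tested miRNAs was -0.02, -0.11 and -0.13 and became 0.18, 0.73 and 0.73. miR-320 after decompression turned from -0.26 to 0.60 and passed limma's threshold there. Without scaling, 46 were lower after decompression and limma called 67 and 0 (67) after entrapment, 134 and 1 for entrapment against denervation and 128 and 1 (129) for decompression against denervation, at medians of 0.07, -0.47 and -0.47. With the percentile over the miRNAs detected on all arrays limma called 52 and 9 (61) after decompression. Quantile normalization gave 5 and 3 after denervation, 13 and 3 after entrapment and 14 and 6 after decompression, with 9 shared, and in limma 4 and 20 (24), 23 and 36, 22 and 37, 40 and 49, and 37 and 46. Loess scaling gave 14 lower after entrapment and 12 shared, and in limma 1 and 3 (4), 30 and 11, 31 and 17, 50 and 37, and 55 and 35. For the other percentile set, quantiles and loess the medians lay between -0.18 and 0.06.

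The authors' processed values gave 4 and 81 soleus miRNAs after denervation, 13 and 102 after entrapment and 18 and 4 after decompression, with 13 shared. In limma they gave 1, 6 (3 and 3), 5 (4 and 1), 0 for entrapment against denervation and 6 for decompression against denervation. The adjusted Rand index of the soleus clusters fell from 0.353 to 0.267 (exact permutation p = 0.214). Their medians were 1.82, 1.67 and 0.41, and the constants that divide them differ between arrays. With processed values only where both sources differ, miR-1 reversed, to -0.67 after denervation, -2.51 after entrapment and -2.73 after decompression, while the 14 counts and indices computed stayed within 1.5 times or on their side of the threshold. With the file layout as a term all 6 soleus counts of limma stayed within 1.5 times, at 54, 43, 49, 23, 23 and 0. Of 46 values of single miRNAs, however, 31 stayed as they were, 4 lost and 5 gained limma's threshold, and 6 moved in another way.

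Fewer or more miRNAs under test moved counts by construction. Without the filter, 49 soleus miRNAs were lower after denervation and 72 after entrapment, 61 were shared and limma called 15 for decompression against denervation. In the DRGs limma called 16 after denervation (10 and 6) and 67 after entrapment (59 and 8). Over miRNAs detected on all arrays the soleus counts were 12 and 13, 23 and 12, and 23 and 14, with 19 shared, and in limma 22 (10 and 12), 28 (16 and 12), 33 (20 and 13), 11 and 12. The DRG counts were 1, 7 and 7 lower with 6 shared, and in limma 22 (19 and 3) after entrapment, 20 (16 and 4) after decompression and 53 (34 and 19) for decompression against denervation, with an index of 0.214 (exact permutation p = 0.164) in place of 0.484. A floor of 0.01 gave 12 soleus calls for entrapment against denervation and 1 for decompression against entrapment. The mean of the 3 arrays gave 30 higher soleus miRNAs after entrapment, and in the DRGs 7 lower after denervation and 42 after entrapment, with 38 shared. A 1.5-fold rule gave 50 lower after denervation and 31 higher after entrapment in soleus, and in the DRGs 12 lower after denervation, 47 and 1 after entrapment and 48 and 1 after decompression, with 39 shared. With only both groups in the fit, limma called 13 soleus miRNAs for entrapment against denervation and 11 for decompression against denervation. A pseudocount, an intensity trend, Euclidean distance and clustering on all tested miRNAs left every count computed within 1.5 times and every index on its side of 0.05.

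With the replicate number as a block, limma called 24 (14 and 10), 27 (17 and 10) and 27 (20 and 7) soleus miRNAs against sham, 12 and 14 against denervation and 0 between decompression and entrapment, and in the DRGs 1, 42, 42, 90, 80 and 0. The numbers do not pair the samples, since deviations from the group means correlated by over 0.1 in 1 of the 9 soleus and 4 of the 9 DRG pairs of arrays with the same number.

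With each injury array left out in turn, the fold rule called between 27 and 41 lower soleus miRNAs after denervation, 38 and 52 after entrapment and 38 and 59 after decompression, and 31 to 45 shared ones. limma called 27 (without denervation 1) to 53 after denervation, 32 (without denervation 2) to 71 after entrapment and 38 to 73 after decompression. It called 4 (without denervation 2) to 30 for entrapment against denervation, 8 (without denervation 1) to 39 (without denervation 3) for decompression against denervation, and 0 in each case for decompression against entrapment. The index lay between 0.310 and 0.36. In the DRGs 23 to 37 (without entrapment 3) were lower after entrapment, and limma called 37 to 59 after entrapment, 33 to 51 after decompression, 55 (without denervation 1) to 83 for entrapment against denervation and 55 to 86 for decompression against denervation. The index lay between 0.36 and 0.652. In all, 223 of 252 such counts and indices stayed within 1.5 times or on their side of the threshold, as did 716 of 757 values of single miRNAs, of which 26 lost and 10 gained limma's threshold. In soleus, the call of miR-1 after denervation was lost without denervation 1 (adjusted p = 0.0587 from limma with Benjamini-Hochberg adjustment), entrapment 2 (0.0581) or decompression 1 (0.0516). miR-139-3p was called without denervation 3 (0.0486) or entrapment 3 (0.0391), and miR-133a and miR-466b were called after entrapment (0.0120 and 0.0192) and decompression (0.0243 and 0.0154) without denervation 3. The mean of miR-133a after denervation was 0.24 without denervation 2, and that of miR-206 was -0.64 without denervation 3 and, after decompression, -0.06 without decompression 2. In the DRGs, miR-320 after denervation stood at -0.01 without denervation 2.

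Of the 87 values of single miRNAs computed under each scaling, those that stayed on their side of the threshold with the same direction numbered 64 without scaling, 77 with the median, 86 with the other percentile set, 71 with quantiles, 73 with loess and 55 with the processed values, which in the DRGs stand under their own names. A batch of slides or scans was not run. Signal over background limits the miRNAs near the detection floor, whose values have no order.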

Differences from the paper's values

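The test with processed values in place of scanner values where both differ was chosen only after the values were seen, and all other settings named were set before the data were examined.

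In soleus, the paper reports 0 miRNAs higher than sham after entrapment and 0 after decompression, and the fold rule gave 19 and 23. It reports 3 higher miRNAs after denervation, and the fold rule gave 27. None of the alternatives brought any of these 3 counts within 1.5 times of the paper's. The paper reports 3 miRNAs lower after denervation, and the fold rule gave 32. The count was 4 without scaling and 4 with the authors' processed values, which lie within 1.5 times of the paper's value, and every other alternative differed.

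In the DRGs, the paper reports 6 miRNAs lower after entrapment, and the fold rule gave 24. Testing only miRNAs detected on all arrays gave 7, within 1.5 times of the paper's value, and every other alternative differed. The paper reports 3 lower after decompression, and the fold rule gave 30. The nearest alternative gave 7, again with only miRNAs detected on all arrays, and all alternatives differed. The paper reports 1 lower after denervation, and the fold rule gave 2. Median scaling gave 1, as did testing only miRNAs detected on all arrays, and these are the alternatives that reach the paper's count. The paper names miR-144, which was called in the second of these settings and not under median scaling.

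The paper lists miR-499, miR-1, miR-133a and miR-466b as higher in denervated soleus. By the fold rule miR-499 and miR-1 were called, and miR-133a and miR-466b were not, with mean log2 differences of -0.26 and 0.82. Without scaling, and with the authors' processed values, all 4 were called. The sentence that names these 4 gives their number as 3, as does the Discussion.

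Of the 44 different miRNAs that Table S1 lists as lower after entrapment, 13 were called lower, and of the 35 after decompression 11 were called lower. The most that any alternative set before the data were examined called of the 44 was 16, with the mean of the 3 arrays, and the most of the 35 was 14, with a 1.5-fold rule. Those calls include miR-378*, let-7d* and miR-199a-5p after entrapment and miR-378*, miR-100 and miR-214 after decompression. With 1 array left out, let-7d* was called in each group (without entrapment 3 and without decompression 2), miR-199a-5p after entrapment (without entrapment 1), and miR-328 and miR-214 after decompression (without decompression 2). Table S1 lists miR-1 as lower in both groups. Its mean log2 differences were 1.39 after entrapment and 1.55 after decompression. With the processed values where both sources differ, a setting chosen after the values were seen, they were -2.51 and -2.73, at least 2-fold lower on 3 of 3 arrays in each group.

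Of the miRNAs that the paper lists as lower in the DRGs after entrapment, the fold rule called miR-9 alone. miR-324-3p was called without scaling, with the other percentile set, quantile and loess scaling, the mean of the 3 arrays, a 1.5-fold rule and without entrapment 2. miR-672 was called with the mean of the 3 arrays, and miR-144 with that mean and without entrapment 1. miR-320 (log2 difference -0.49) and miR-466b (-0.97) were called in no setting. Of those it lists after decompression, the fold rule again called miR-9 alone. miR-324-3p (-1.04) was called without scaling, with the mean of the 3 arrays, with a 1.5-fold rule and without decompression 1. It was also called with the processed values named for decompression, which equal those of the entrapment scanner files up to a constant for each array. miR-320 (-0.26) was called in no setting.

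The paper separates the samples into denervation, entrapment and decompression by clustering, in soleus and in the DRGs. In both tissues the trees left entrapment and decompression arrays intermixed, with adjusted Rand indices of 0.353 and 0.484, where 1 is full separation. In no setting computed was either index 1, the highest being 0.652 in the DRGs with 1 array left out.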

Other observations

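The tests of the processed values of miR-1, of an exchange of the sham array, of an exchange of the DRG arrays and of the levels of control features were chosen only after the result was seen.

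miR-144, which the paper reports as lower in the DRGs, was set against miR-451, the other miRNA of red blood cells that the array measured, to test a different blood content of the ganglia. Over the 10 DRG arrays Pearson's r was 0.981 and Spearman's rho 0.976 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give), r was 0.985 without the 2 arrays farthest from the median, and 0.998 within the 6 entrapment and decompression arrays. This was the 1 relation tested, and among the 218 other tested miRNAs miR-451 ranked 1, before miR-15b with 0.782. These values are consistent with a different blood content as a source of the change of miR-144, as a hypothesis. The genes Mir144 and Mir451a neighbour each other in the GRCr8 annotation, and joint transcription stays open, since it would give the same correlation. miR-486, the third of the list, is not on the array. No biological regulation of miR-144 was tested apart from this.

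Of the miRNA lists written down beforehand, the medians of the log2 differences from sham after denervation, entrapment and decompression were as follows. In soleus they were 0.08, 0.61 and 0.82 for muscle (5 of 5 miRNAs), -1.26, -1.44 and -2.14 for red blood cells (2 of 3), 0.08, -0.52 and -0.29 for leukocytes (5 of 6), 0.65, 0.55 and 0.87 for neurons (2 of 10), and 3.40, 3.01 and 3.05 for endothelium (2 of 2, of which miR-126* was not detected on the sham array). In the DRGs they were -0.31, -0.88 and -0.48 for muscle (5 of 5), -1.58, -1.21 and -0.55 for red blood cells (2 of 3), -0.02, -0.51 and -0.25 for leukocytes (5 of 6), -0.17, 0.08 and 0.12 for neurons (9 of 10), and -0.02, -0.85 and -0.86 for endothelium (2 of 2). The low endothelium medians come from miR-126*, at -1.69 after entrapment and -1.68 after decompression. miR-126 stood at -0.001 and -0.04. Under the 5 other scalings and with the processed values, which in the DRGs stand under their own names, the sign stayed as given for endothelium and neurons in soleus in all 3 groups, and for muscle in soleus except after decompression, which turned in 1 setting. In soleus the sign for red blood cells turned in 2 settings after denervation and after entrapment and in none after decompression, and that for leukocytes in 3 after entrapment and after decompression. In the DRGs it turned in 1 setting for red blood cells after decompression and in 2 for muscle after decompression, in none for endothelium after entrapment and decompression, and in at least 1 for leukocytes and neurons in every group. Under median scaling, however, these endothelium medians were only -0.001 and -0.003. No explanation was tested for these medians.

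The paper reports the muscle-specific miRNAs of entrapment and decompression by real-time RT-PCR, as miR-1 and miR-133a lower and miR-206 not different. For miR-1 on the soleus arrays, the processed values where both sources differ gave log2 differences from sham of -2.51 and -2.73. The scanner values gave 1.39 and 1.55 for miR-1, -1.91 and -1.57 for miR-133a and 0.61 and 0.82 for miR-206. Decompression differed from entrapment by 0.16 for miR-1, 0.34 for miR-133a and 0.21 for miR-206 (adjusted p = 1 for each from limma with Benjamini-Hochberg adjustment).

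Processed and scanner values of the authors differ for 27 soleus values, 24 of them at 7 miRNAs that the text names for soleus and on 9 soleus arrays, and for 0 DRG values. For miR-1 on the sham array the scanner signal is 4895 and the processed value, put back on the scanner scale, is 48095. For miR-499 the processed value is 10 times the scanner value on all 6 entrapment and decompression arrays. The rise of miR-1 after denervation depends on how the 2 sources are combined and scaled. With the processed values taken whole, under their own constants, the fold rule called miR-1 higher. With processed values in place only where both sources differ, and the arrays then scaled, its mean log2 difference was -0.67, against 3.00 with the scanner values. Which source holds the measured signal, and why they differ, was not tested, and no biological explanation was tested.

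Of the 185 different control signals of at least 20 on the soleus arrays, 31 occur to all digits on more than 1 array, against 0 of 201 in the DRGs. Each of these equalities involves the sham array, denervation 1 or denervation 2, the 3 arrays with a file layout of their own, as among the other 7 soleus arrays there are 0. On the same 3 arrays 5 control features named for fruit fly miRNAs exceed a signal of 20, which they do on none of the other 7. On the sham array their signals ran from 365 to 99253, where the total signal of all miRNAs was 118655. On denervation 1 they reached 209554, beside a total of 308444. On these 3 arrays 38 signals equal one of another array, 17 of them at another feature only, and 11 further ones differ from a signal of another array by 1 character, against 2 such signals on the DRG arrays. Of the 1214 miRNA signals of at least 20 in soleus, 4 equal another. The cause was not tested. Every soleus difference from sham uses the sham array of this set.

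To test whether the sham array had been exchanged with another soleus array, each other array was put in its place. The most of the 44 miRNAs of Table S1 that were then at least 2-fold lower on each entrapment array used was 9, against 13 with the sham array. The mean of the entrapment arrays lay below the reference for 27 of the 44 with the sham array, 37 with denervation 1 and 34 with denervation 2. With this scaling, the 2-fold count is highest with the sham array and the count of means is higher with others. Without scaling, denervation 2 as the reference gave 20 of the 44 at least 2-fold lower and 43 means below it, against 4 and 11 with the sham array, but denervation 2 is the brightest soleus array and sham the dimmest, so these counts follow brightness and decide nothing. An exchange of the sham array stays open. No biological explanation was tested.

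The processed values that carry the names of the 6 DRG entrapment and decompression arrays equal the scanner files of the other group. With the processed values assigned by their own names, limma called 0 miRNAs between decompression and entrapment. Since all 3 arrays of each group change places, this comparison can only change its sign, so the count of 0 decides nothing, and the labels of both groups in the DRGs cannot be told apart from their exchange.

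For the direct comparisons, the 6 arrays of each pair of groups were also split in every other way, which makes 10 splits with the real one. In soleus, 1 of 10 gave as many calls as the real split for entrapment against denervation and 1 of 10 for decompression against denervation, the real one itself, and other splits gave at most 2. In the DRGs the numbers were likewise 1 and 1 of 10, and other splits gave 0. For decompression against entrapment, where limma called 0, all 10 of 10 did in both tissues. With 10 splits the share is never under 0.1, so the splits by themselves cannot exclude chance, and the calls rest on limma's adjusted p-values.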
